A study of Mus musculus with 4 samples. Its data were reported in "Multiomic analysis of cohesin reveals that ZBTB transcription factors contribute to chromatin interactions" (2023).

How the data were processed

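Chromatin-associated RNA was measured in 4 libraries of mouse embryonic stem cells, 2 untreated and 2 from cells treated to degrade ZBTB21. The values are raw counts per gene deposited by the authors, with no scaling applied. Reads were trimmed with cutadapt 2.6 and mapped to the mouse (mm10) and fly (dm6) genomes. The paper names bowtie2 for this step and the labels list STAR 2.7.6a, so the mapper is open. Uniquely mapped reads without PCR duplicates were counted with featureCounts 1.6.3 over gene bodies, from 300 bp after the start to the end of the gene. The table holds no fly rows, and the spike-in counts were not used here, so a change common to all genes cannot be measured. The strand setting of the counting was not stated. Introns count as well as exons, and genes that lie within another gene on the same strand lose nearly all their reads.

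Of 36918 gene identifiers, 36770 matched the GENCODE M21 annotation of mm10, which gave position, length, biotype and overlap. For its other assays the study took mm10 genes from GENCODE, and the annotation release behind the ChAR-seq counts was not stated. Genes were kept with edgeR's filterByExpr (minimum count 10, minimum total 15), which left 14361. Libraries were scaled with TMM. Dispersions were estimated robustly, and groups were compared with edgeR's quasi-likelihood F test (two-sided) with the group as the term, Benjamini-Hochberg adjusted over all tested genes at 0.05. Each SE was obtained from the log2 fold change and the F statistic. CPM are given as mean and SD of 2 libraries. Replicates within a group differed beyond sampling noise (chi-square per degree of freedom of 1.30 in the untreated and 1.39 in the degron group, over genes with a pair sum of at least 10) and were treated as separate samples. Whether they came from separate cultures is not stated. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.

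Before the data were examined, 33 gene lists were fixed. Each with at least 5 tested members was compared with all other genes by limma's camera on log2 CPM (prior count 2, preset correlation 0.01), adjusted over 30 lists. Camera with an estimated correlation and fry were run beside it. Of the 10 calls, none held with the estimated correlation. That test rests on the few residual degrees of freedom of 4 libraries, and the preset one on the number of genes. The estimated correlation lay below the preset for the integrated stress response (-0.0274) and glycolysis (-0.0196) lists, and above it for ribosomal protein genes (0.313). A call lost with it therefore cannot tell genes that vary together from too few libraries. Genes are named by a rule fixed at the same time: Zbtb21, a list of the study's example genes that is not complete, up to 4 members of each list with the smallest adjusted p, the 10 largest changes in each direction among genes past the threshold with a mean of at least 100 counts and groups that do not overlap, and the 5 smallest adjusted p in each direction. Cdca5, Mau2, Smc6, Hk1, Gapdh, Aldoa, Ddit4, Stc2, Fbxo15, Cdh2, Zfp143, Utf1, Tdgf1, Lamc1, Lama1, Stmn1, Plxna1, Sema4d, Dusp4, Axin2, Rap2a and the neighbours of Aire and of Gt(ROSA)26Sor fall outside it and were chosen after their values were seen. Not every gene that the rule names is reported here: the examples given from the 4 members of a list were picked after their values were seen.

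Total counts ran from 4262382 to 6479842 per library. A count of 0 allows up to 3 counts, or 0.458 to 0.715 CPM, for counting error only. On counts simulated at these depths with 200 changed genes, edgeR recovered 28% of changes of 1.25-fold, 58% of 1.5-fold, 76% of 2-fold and 96% of 3-fold, and 3.01% of its calls were false. DESeq2 recovered 10%, 32%, 52% and 80%. Camera called 4 of 4 shifted lists and 0 of 36 others. These lists were random and genes were simulated independently, so false calls from genes that vary together could not show. The data gave 5766 calls, far more than the 200 simulated changes, so the recovery and the false share do not carry over to them. With a simulated length trend and no other change, 15.8% of genes were called, and 0% after length adjustment.

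Alternatives were DESeq2 size factors, total counts, no filter, a mean of at least 50 counts, DESeq2's Wald test, limma voom, a replicate block, protein-coding genes, the 20 most abundant genes left out, each library left out and a threshold of 1 on the absolute log2 fold change. Length-adjusted scaling, a loess curve (span 0.3) of each library on log10 gene length used as an offset, and a limit of 10% on the part of a gene covered by others were chosen after seeing the data, as was length-adjusted scaling together with an estimated correlation, with which none of the 30 lists passed.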

Results

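ChAR-seq, the sequencing of RNA that stays with the chromatin pellet, enriches nascent transcripts and was used here to measure transcription in mouse embryonic stem cells. The cells carried a degron on ZBTB21, a zinc finger transcription factor of the ZBTB family. In the degron group, doxycycline at 1 μg/ml for 24 h was followed by indole acetic acid (IAA, an auxin) at 500 μM for 6 h, which triggers loss of the tagged protein. The other group was untreated, and whether it received doxycycline is not stated. The comparison holds IAA, and doxycycline if the untreated cells had none, as well as the loss of ZBTB21. Each group had 2 libraries. Total counts were 4761133 and 4262382 in the untreated libraries and 6479842 and 4931027 in the degron libraries. Of 36918 counted genes, 23551 had at least 1 count and 14361 were tested. The p-values measure only the spread between these samples, which may be technical.

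Zbtb21 itself (ENSMUSG00000046962) could not be followed at the RNA level. It lies on chromosome 16 at 97943357 to 97962622 on the minus strand in mm10, and 99.88% of it is covered by C2cd2 on the same strand. Its counts were 2 and 0 in the untreated libraries and 0 and 0 in the degron libraries, below the filter for testing. A count of 0 allows up to 0.715 CPM (counts scaled by library size) in untreated replicate 2, and up to 0.458 and 0.610 in degron replicates 1 and 2, for counting error only. Low counts were general for genes in this position. Of 489 protein-coding genes covered over practically all of their length from the same strand, 92.4% had no count at all. The share was 26.5% of 706 genes so covered from the opposite strand and 25.9% of 13187 with no overlap. The loss thus went with cover from the same strand, as counting by strand would give. Sox2 inside Sox2ot, Adnp and Cdt1 were listed at 0 in all 4 libraries. They too are covered from the same strand, so they are not read as silent. The degron acts on the protein, so this RNA is no check of the labels.

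The first comparison asked which genes changed in chromatin-associated RNA after ZBTB21 degradation. With edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p of 0.05, 2921 genes were higher and 2845 were lower in the degron libraries. Most changes were small. Their median absolute log2 fold change was 0.44, and 119 of the higher and 312 of the lower genes changed by at least 1 on the log2 scale. Short genes were more often higher and long genes more often lower. In the 1436 shortest genes the median log2 fold change was 0.22, and 22.2% were higher against 2.37% lower. In the 1435 longest genes, from 133 kb, the median was -0.37, and 2.79% were higher against 63.3% lower. Across genes, which are not independent replicates, the Spearman rho of log2 fold change and gene length was -0.47. For the GC content of the longest transcript, introns left out, the rho was 0.377, and 0.285 given gene length. The rho with length was -0.081 and 0.057 for the ratio of both replicates within the untreated and the degron group. With a scaling that removes this length trend in each library, chosen after the trend was seen, 2601 genes were higher and 1436 lower. DESeq2 called fewer genes, 1540 higher and 1472 lower. The median log2 fold change of all tested genes was -0.00075, a value that the scaling sets near 0, so every change below is relative to the typical gene. Values called length-adjusted come from the scaling without the length trend. For named genes they are given where they differ by over 1.5 times, and for groups of at least 5 tested genes the plot of gene lists shows them all.

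**Figure D1:**
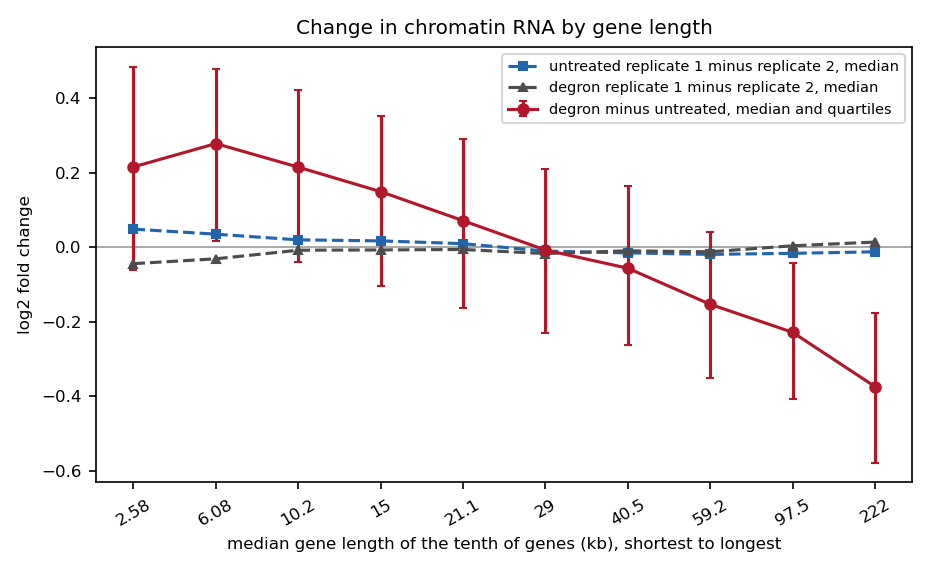
Log2 fold change (vertical axis) for 10 equal groups of genes ordered by gene length (horizontal axis, median length in kb): red circles give the median for degron minus untreated with its quartiles as bars, and blue squares and grey triangles the medians for replicate 1 minus replicate 2 within the untreated and the degron group. The red medians run from 0.22 in the shortest to -0.37 in the longest group, while the replicate medians stay between -0.0443 and 0.0484.

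Rapgef4 (ENSMUSG00000049044), which encodes a cAMP-activated exchange factor for RAP GTPases, rose most among the genes named here. It went from 10.4 ± 1.80 to 110 ± 6.09 CPM (SD, n = 2), a log2 fold change of 3.41 ± 0.12 (SE; edgeR adjusted p = 1.41e-24). The gene spans 71981240 to 72257474 on chromosome 2, and 22.7% of it is overlapped by other genes, mainly the antisense Rapgef4os1. Sult4a1 (ENSMUSG00000018865), a sulfotransferase gene at 84076097 to 84105754 on chromosome 15, rose from 12.4 ± 1.96 to 64.3 ± 0.031 CPM (log2 fold change 2.38 ± 0.13, edgeR adjusted p = 2.13e-18). Cyp1a1, the classical target of the aryl hydrocarbon receptor, rose by 1.83 ± 0.14, and Shf by 1.54 ± 0.09. Herpud1, a component of endoplasmic reticulum stress handling, rose by 1.47 ± 0.16 and Csf2ra by 1.45 ± 0.15. Gt(ROSA)26Sor (ENSMUSG00000086429), the noncoding transcript of the Rosa26 locus, which in these cells carries the inserted OsTIR1 gene of the degron system, lies at 113067428 to 113077333 on chromosome 6. It rose from 17.0 ± 0.266 to 44.8 ± 4.60 CPM (log2 fold change 1.39 ± 0.14, edgeR adjusted p = 4.01e-11). Pde4b, Grm4 and Zfp628 rose by between 1.18 and 1.34. Adap1 (0.95 ± 0.06) and Fbrsl1 (0.66 ± 0.04) rose less but had small adjusted p.

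Aire (ENSMUSG00000000731), the regulator of self-antigen expression in thymus, fell most among the genes named here, from 48.3 ± 1.64 to 4.88 ± 0.00038 CPM (log2 fold change -3.30 ± 0.17, edgeR adjusted p = 1.3e-19). It lies at 78030022 to 78043610 on chromosome 10. Slc16a3 (ENSMUSG00000025161), a monocarboxylate transporter gene at 120948480 to 120960868 on chromosome 11, fell from 129 ± 11.1 to 17.1 ± 3.09 CPM (log2 fold change -2.94 ± 0.11, edgeR adjusted p = 1.41e-24). Bnip3, a mitochondrial protein induced by hypoxia, fell by 2.04 ± 0.11, Ndrg1 fell by 1.90 ± 0.10 and Pdk1, a kinase that inhibits pyruvate dehydrogenase, fell by 1.71 ± 0.11. Log2 fold changes were -1.78 for Anxa2, -1.60 for Enox1, -1.54 for Pfkfb3, -1.52 for Prelid2 and -1.45 for P4ha1. The long noncoding RNA Pvt1 (-1.09 ± 0.05), Camk1d (-0.89 ± 0.04) and Cdyl2 (-0.88 ± 0.05) fell less but had small adjusted p. They are 340111, 421059 and 158592 bp long, and their length-adjusted log2 fold changes were -0.67, -0.45 and -0.56.

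**Figure D2:**
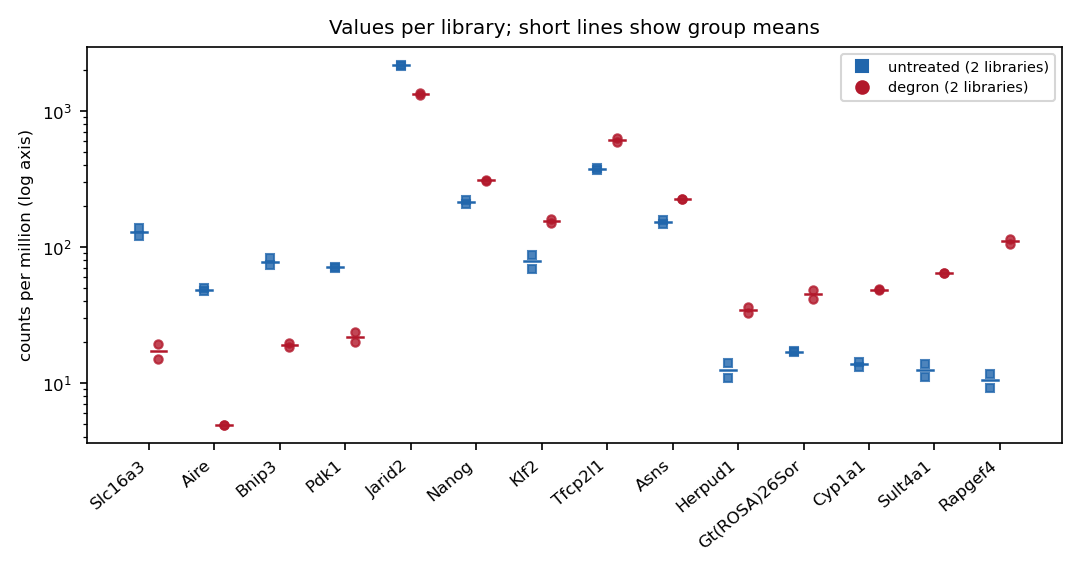
CPM (log axis) of 14 genes in each library, with blue squares for the 2 untreated and red circles for the 2 degron libraries and short lines for group means. Aire lay near 48.3 CPM in untreated and 4.88 CPM in degron libraries, and Rapgef4 near 10.4 and 110 CPM.

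The study followed loss of cohesin from chromatin. It reported no change in the RNA of most cohesin, condensin and SMC5/6 subunits, and a rise short of its cut-off for some. Its ChAR-seq counts were scaled by spike-in reads and tested with DESeq2 at a false discovery rate of 0.05. It also reported a global rise in transcription. The values here are relative to the typical gene and so are not on that scale. The RNA of these subunits was examined next, with regulators of cohesin such as Mau2 and Wapl counted in the cohesin list. Of 18 cohesin subunits and regulators tested, 2 rose and 9 fell (11 changed when adjusted over the list alone). Log2 fold changes were -0.53 ± 0.06 for Stag3, -0.54 ± 0.09 for Stag2 (length-adjusted -0.25), -0.48 ± 0.07 for Wapl (length-adjusted -0.28) and -0.38 ± 0.06 for Pds5b, which was at -0.080 and not past the threshold after length adjustment. The risers were Cdca5, which encodes sororin, at 0.58 ± 0.10 (length-adjusted 0.37) and Mau2 at 0.16 ± 0.05. Mau2 lost its call without untreated replicate 2 (adjusted p = 0.0863) or degron replicate 1 (0.0667). As a group these genes were lower (median -0.22, camera adjusted p = 0.0307). The group's call was lost with an estimated correlation (adjusted p = 0.577), after length adjustment (median -0.083, adjusted p = 0.245), among genes at most 10% covered by others (0.0836) and without untreated replicate 2, degron replicate 1 or degron replicate 2 (adjusted p of 0.0905, 0.0572 and 0.0753).

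Of 8 condensin genes, Ncaph2 (0.28) and Ncaph (0.25) rose and Ncapg (-0.49) and Smc2 (-0.38) fell (4 adjusted over the list alone). Ncaph lost its call without untreated replicate 1 (adjusted p = 0.0979) or degron replicate 2 (0.163). Of 6 SMC5/6 genes tested, Nsmce1 rose (0.36) and Slf1 (-0.42), Smc5 (-0.26), Smc6 (-0.22) and Nsmce2 (-0.16) fell (5 adjusted over the list alone). Each of these calls was lost without at least 1 library. Nsmce1 lost its call without untreated replicate 1 (0.20, adjusted p = 0.283) and was at 0.55 without untreated replicate 2. Slf1 lost it without untreated replicate 2 (-0.26, adjusted p = 0.0897) and Smc5 without degron replicate 2 (adjusted p = 0.0903). Smc6 lost it without untreated replicate 2 (-0.14, adjusted p = 0.335), degron replicate 1 (0.112) or degron replicate 2 (0.166), and Nsmce2 without untreated replicate 2 (0.179) or degron replicate 1 (0.113). After length adjustment Slf1, Smc5 and Smc6 were at -0.19, -0.077 and -0.078 and not past the threshold, and Nsmce2, a 227438 bp gene, turned to 0.21 (adjusted p = 0.00235). Over the 3 lists, cohesin regulators included, 20 members changed, 5 upwards and 15 downwards, against 8 upwards and 7 downwards after length adjustment. With DESeq2's Wald test 13 changed, 2 upwards and 11 downwards, and Mau2, Ncaph, Nsmce1, Smc5, Smc6 and Nsmce2 were among those that lost their calls (adjusted p from 0.0662 to 0.209). The condensin and SMC5/6 groups did not pass the group test (camera adjusted p = 0.624 and 0.257).

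A fixed list of genes that the study showed as examples for binding or chromatin contacts was examined next. The list does not hold every gene shown. Of 9 tested, 4 changed (5 adjusted over the list alone). Mmab (ENSMUSG00000029575), of cobalamin metabolism, rose from 35.9 ± 0.898 to 71.0 ± 1.95 CPM (log2 fold change 0.98 ± 0.10, edgeR adjusted p = 1.35e-10). Lrrc75a (0.36 ± 0.06) and Man1b1 (0.35 ± 0.07) also rose. Chd9, a chromatin remodeller gene of 226165 bp, fell by 0.50 ± 0.05 but was at -0.13 after length adjustment (adjusted p = 0.0661). Znrd1 (0.33, length-adjusted 0.11), Sall1 (0.15, length-adjusted 0.067), Lsm4 (0.14, length-adjusted -0.081), Ncor1 (-0.10) and Pigl (-0.13, length-adjusted 0.016) did not pass. Lsm4 passed without degron replicate 1 (0.30, adjusted p = 0.00602) and was at -0.0052 without degron replicate 2. Ncor1 (adjusted p = 0.0588) passed with a mean of at least 50 counts (0.0126), limma voom (0.0328), a replicate block (0.0166), protein-coding genes only (0.0416) and without untreated replicate 1 (-0.14, adjusted p = 0.0427), was at -0.057 without untreated replicate 2 (adjusted p = 0.464) and turned to 0.20 after length adjustment (adjusted p = 0.000905). As a group these genes did not pass the test (camera adjusted p = 0.374). Rap2a, also shown by the study but outside the list, fell (-0.37 ± 0.14, edgeR adjusted p = 0.0289), and lost its call without untreated replicate 2 (-0.21, adjusted p = 0.404) or degron replicate 1 (0.134) and with no filter (0.0636).

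Genes of glycolysis and hypoxia fell together. Of 21 tested entries, of which 2 carry the symbol Aldoa, 16 fell and 3 rose (19 adjusted over the list alone; median -0.49, camera adjusted p = 6.08e-05). The adjusted p was 0.576 with an estimated correlation. Besides Bnip3 and Pdk1, Pfkp fell by 0.97 ± 0.06, and Slc2a1, a glucose transporter, fell by 0.84 ± 0.05, from 447 ± 6.08 to 249 ± 7.79 CPM. The members that rose were Hk1 (0.19, length-adjusted 0.46), Gapdh (0.24) and one Aldoa entry (0.49). Hk1 lost its call without untreated replicate 2 (adjusted p = 0.221) or degron replicate 1 (0.265), and Gapdh without degron replicate 2 (0.0690) and after length adjustment (0.017, adjusted p = 0.881). A list named chromatin-retained long noncoding RNAs also fell (median -0.29, camera adjusted p = 0.0313). Of 23 tested, 13 fell and 4 rose (19 adjusted over the list alone). Whether each member stays on chromatin was not checked. After length adjustment the median of the list was -0.29 and its camera adjusted p 0.00762. Malat1 fell by 0.49 ± 0.04, Platr22 fell by 1.22 ± 0.08 and Rian fell by 0.82 ± 0.06. For this group the adjusted p was 0.577 with an estimated correlation, 0.0515 when the 20 most abundant genes were left out, 0.0836 among genes at most 10% covered by others, 0.0590 without untreated replicate 2 and 0.101 without degron replicate 2.

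Genes of the integrated stress response, the program of ATF4 and amino acid supply, rose together. Of 23 tested, 18 rose and Ddit4 (-0.76) and Stc2 (-0.76) fell (20 adjusted over the list alone; median 0.56, camera adjusted p = 2.48e-05). The adjusted p was 0.576 with an estimated correlation. The amino acid transporter genes Slc7a5 and Slc3a2 rose by 0.52 ± 0.05 and 0.56 ± 0.06, and Slc7a5 lies wholly under another gene on the opposite strand. Asns, asparagine synthetase, rose from 153 ± 6.66 to 226 ± 0.846 CPM (0.56 ± 0.06). Ribosomal protein genes rose in 71 of 79 cases, with none lower (73 adjusted over the list alone; median 0.48, camera adjusted p = 7.32e-16). Ribosomal protein genes took 0.705% of counts in untreated replicate 1 (95% Wilson interval 0.698 to 0.713), 0.709% in untreated replicate 2 (0.701 to 0.717), 0.907% in degron replicate 1 (0.900 to 0.915) and 1.00% in degron replicate 2 (0.991 to 1.01), for counting error only. These genes are short, with a median of 3.37 kb, and many have pseudogenes that can share reads. Their length-adjusted median was 0.28 (adjusted p = 6.41e-08), and the adjusted p was 0.577 with an estimated correlation. Rpl3 and Rps7 rose by 0.53 and 0.60 (length-adjusted 0.38 for Rps7).

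Naive pluripotency genes rose in 11 of 21 cases, and Manba (-1.09) and Fbxo15 (-0.21) fell (14 adjusted over the list alone; median 0.28, camera adjusted p = 0.0307). Klf2 rose from 78.4 ± 12.8 to 155 ± 8.04 CPM (0.97 ± 0.08), Tfcp2l1 by 0.71 ± 0.05 and Nanog by 0.53 ± 0.06 (length-adjusted 0.32). Fbxo15 was not past the threshold after length adjustment (-0.098, adjusted p = 0.124). The group's call was lost with an estimated correlation (adjusted p = 0.582), after length adjustment (adjusted p = 0.0564) and without untreated replicate 2 or degron replicate 1 (0.0628 and 0.0817). Among 16 general pluripotency genes 7 rose, among them Fgf4 (0.51) and Trim71 (0.40), and Utf1 (-1.02), Jarid2 (-0.70, length-adjusted -0.35) and Tdgf1 (-0.63) fell (12 adjusted over the list alone). Their median was 0.20 (length-adjusted 0.063) and their mean -0.0065. Of 9 formative and primed genes, Lef1 (-1.78 ± 0.24), Etv4 (-1.16 ± 0.20), Dnmt3b (-0.42) and Cdh2 (-0.54) fell and Zic2 (0.64, length-adjusted 0.42) rose (5 adjusted over the list alone). Cdh2 lost its call without untreated replicate 2 (adjusted p = 0.180), without degron replicate 2 (0.0557) and after length adjustment (-0.17, adjusted p = 0.491). The general and the formative group did not pass (camera adjusted p = 0.740 and 0.309).

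Of 10 endoderm genes 5 fell, among them Hnf4a (-1.57 ± 0.36) and Col4a2 (-0.47 ± 0.10), and Lamc1 (0.16, length-adjusted 0.43) and Lama1 (0.28, length-adjusted 0.56) rose (9 adjusted over the list alone; median -0.44, camera adjusted p = 0.0372). Lama1 lost its call without untreated replicate 2 (adjusted p = 0.0909) or degron replicate 1 (0.083, adjusted p = 0.664) and was at 0.43 without degron replicate 2, and Col4a2 was at -0.17 after length adjustment (adjusted p = 0.202). The group's call was lost with an estimated correlation (adjusted p = 0.577), after length adjustment (median -0.22, adjusted p = 0.255), with a mean of at least 50 counts (0.191), among genes at most 10% covered by others (0.203), with DESeq2 or limma voom values (0.279 and 0.153) and without untreated replicate 1, untreated replicate 2 or degron replicate 2 (0.0685, 0.0590 and 0.0753). Of 4 neuroectoderm genes Olig2 rose (1.28) and Pax6 fell (adjusted p = 0.0448), and of 3 mesoderm genes Gsc rose (2.62 ± 0.51) and Wnt3 fell (-1.60; 2 and 2 adjusted over the list alone). Gsc had counts of 5 and 1 against 29 and 20 and was at 4.04 without untreated replicate 1. Olig2 lost its call without degron replicate 1 (0.68, adjusted p = 0.419), Pax6 without untreated replicate 1 (-0.62, adjusted p = 0.471), degron replicate 1 (0.326) or degron replicate 2 (0.0664), and Wnt3 without untreated replicate 1 (0.102), untreated replicate 2 (0.0721) or degron replicate 2 (0.134).

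Of 9 trophectoderm genes Tfap2c (0.44) and Gata3 (0.39) rose and Tead4 fell (-0.16; 1 adjusted over the list alone). Gata3 lost its call without untreated replicate 1 (adjusted p = 0.102), untreated replicate 2 (0.165) or degron replicate 1 (0.25, adjusted p = 0.352). Tead4 lost it without untreated replicate 1 (0.205), untreated replicate 2 (0.0562) or degron replicate 1 (-0.069, adjusted p = 0.518) and turned to 0.050 after length adjustment, and Tfap2c was at 0.26 after length adjustment (adjusted p = 0.0738). Of 5 genes of the 2-cell-like state Arg2 (-0.68) and Tmem92 (-0.48) fell (2 adjusted over the list alone). Tmem92 lost its call without untreated replicate 1 (0.0848), untreated replicate 2 (0.145) or degron replicate 1 (0.226). Of 6 fibroblast feeder genes, markers of another cell type such cultures can hold, Sparc alone rose (0.40 ± 0.06; 1 adjusted over the list alone). These 3 groups did not pass (camera adjusted p = 0.439, 0.439 and 0.890).

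Lists built on terms that the study found in these same samples are not independent evidence of direction. Its higher genes were enriched for histone modification, mRNA processing and the making of ribonucleoprotein complexes. Its lower genes were enriched for dendrite development and actin polymerization. Ribosome biogenesis factors rose in 21 and fell in 5 of 55 cases (26 adjusted over the list alone; median 0.18, camera adjusted p = 0.00999), with Nhp2 at 0.83 ± 0.10 and Tcof1 at 0.43 ± 0.06. The adjusted p was 0.582 with an estimated correlation and 0.245 after length adjustment, at a median of 0.074. Genes of dendrite and axon development fell in 15 of 37 cases, and Stmn1 (0.83), Plxna1 (0.26) and Sema4d (0.18, length-adjusted 0.45) rose (19 adjusted over the list alone; median -0.18, camera adjusted p = 0.0236). They are long, with a median of 145 kb, and their median turned to 0.11 after length adjustment (adjusted p = 0.429). The adjusted p was 0.596 with an estimated correlation, 0.0962 among genes at most 10% covered by others and 0.0781 without untreated replicate 1. Robo1 (-0.56) and Kalrn (-0.48) were at -0.081 and -0.013 after length adjustment (adjusted p = 0.280 and 0.917), and Sema4d lost its call without degron replicate 2 (0.0622). Splicing factors went both ways, 21 up and 13 down of 65 (35 adjusted over the list alone), as with U2af2 (0.45) and Luc7l2 (-0.50). After length adjustment 10 splicing factors were higher and 13 lower. Histone-modifying enzymes also went both ways, 17 up and 16 down of 58 (36 adjusted over the list alone). Examples were Kmt2b (0.67) and Kdm4c (-0.58, length-adjusted -0.25). The median of the group was -0.036 and its mean 0.045. After length adjustment 25 members were higher and 5 lower, at a median of 0.15. The group then passed (camera adjusted p = 0.0412, and 0.694 when the correlation was also estimated). Actin genes, whose term the study placed among its lower genes, rose in 13 and fell in 9 of 39 cases (22 adjusted over the list alone). Actg1 was at 0.93 and Diaph2 at -0.50, and Diaph2 was at -0.018 after length adjustment (adjusted p = 0.856). With that adjustment 13 of the actin genes were higher and 1 lower (camera adjusted p = 0.0568, and 0.612 when the correlation was also estimated). These last 3 groups did not pass (camera adjusted p = 0.235, 0.890 and 0.237).

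Cell cycle genes rose in 19 and fell in 5 of 34 cases (25 adjusted over the list alone; median 0.23, camera adjusted p = 0.0307). Mcm5, of the replicative helicase, rose by 0.39 ± 0.05 and Cdc20, an activator of the anaphase-promoting complex, by 0.58 ± 0.09 (length-adjusted 0.36), and Cdk6 fell by 0.74 ± 0.08 (length-adjusted -0.39). The group's call was lost with an estimated correlation (adjusted p = 0.577), after length adjustment (median 0.11, adjusted p = 0.299), among genes at most 10% covered by others (0.0775) and without untreated replicate 2 or degron replicate 2 (0.0590 and 0.0668). Of 39 ZBTB family genes 13 rose and 4 fell (17 adjusted over the list alone; camera adjusted p = 0.130), with Patz1 at 0.77 ± 0.06 and Zbtb7c at -0.76 ± 0.07 (length-adjusted -0.35). Of 7 architectural factors Maz (0.53, length-adjusted 0.31), Wiz (0.48) and Ldb1 (0.35) rose and Bhlhe40 (-2.20 ± 0.32) and Zfp143 (-0.54) fell (5 adjusted over the list alone). Their median of -0.017 and mean of -0.20 lay below 0 while the group test pointed up (camera adjusted p = 0.874), and the length-adjusted median was 0.077.

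Of 5 aryl hydrocarbon receptor targets, Cyp1a1, Cyp1b1 (1.24 ± 0.38) and Nqo1 (0.37 ± 0.06) rose and Tiparp fell (-0.70 ± 0.16; 4 adjusted over the list alone). Cyp1b1 had counts of 9 and 9 against 27 and 28, and lost its call without untreated replicate 1 (adjusted p = 0.0628) or degron replicate 2 (0.0976). Of 21 immediate-early genes 4 rose and 6 fell (10 adjusted over the list alone), and the group was lower after length adjustment (adjusted p = 0.0412, and 0.612 when the correlation was also estimated). Among them Spry4, a feedback inhibitor of ERK signalling, fell by 3.13 ± 0.39, on counts of 42 and 41 against 11 and 1, and was at -5.34 without degron replicate 1. Of 21 p53 targets 6 rose and 3 fell (9 adjusted over the list alone), with Cdkn1a at 0.49 (length-adjusted 0.33) and Eda2r at -0.69. Of 15 heat shock genes 5 rose and 2 fell (7 adjusted over the list alone), with Hspa8 at 0.38 (length-adjusted 0.20). Of 20 cholesterol synthesis genes 4 rose and 4 fell (8 adjusted over the list alone), with Mvk at 0.67 and a median of -0.039 (length-adjusted -0.076) while the group test pointed up. Of 5 mitochondrially encoded genes mt-Nd2 rose (0.45; 0 adjusted over the list alone), and of 7 histone genes Hist1h1c rose (0.66; 1 adjusted over the list alone). mt-Nd2 was at 0.80 without degron replicate 1 and lost its call without degron replicate 2 (0.10, adjusted p = 0.659) and after length adjustment (0.29, adjusted p = 0.167). Hist1h1c was at 1.06 without untreated replicate 1 and lost its call without untreated replicate 2 (0.38, adjusted p = 0.151). These 7 groups did not pass (camera adjusted p = 0.227, 0.573, 0.374, 0.229, 0.923, 0.624 and 0.225). None of the small nuclear and nucleolar RNA list was in the table.

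**Figure D3:**
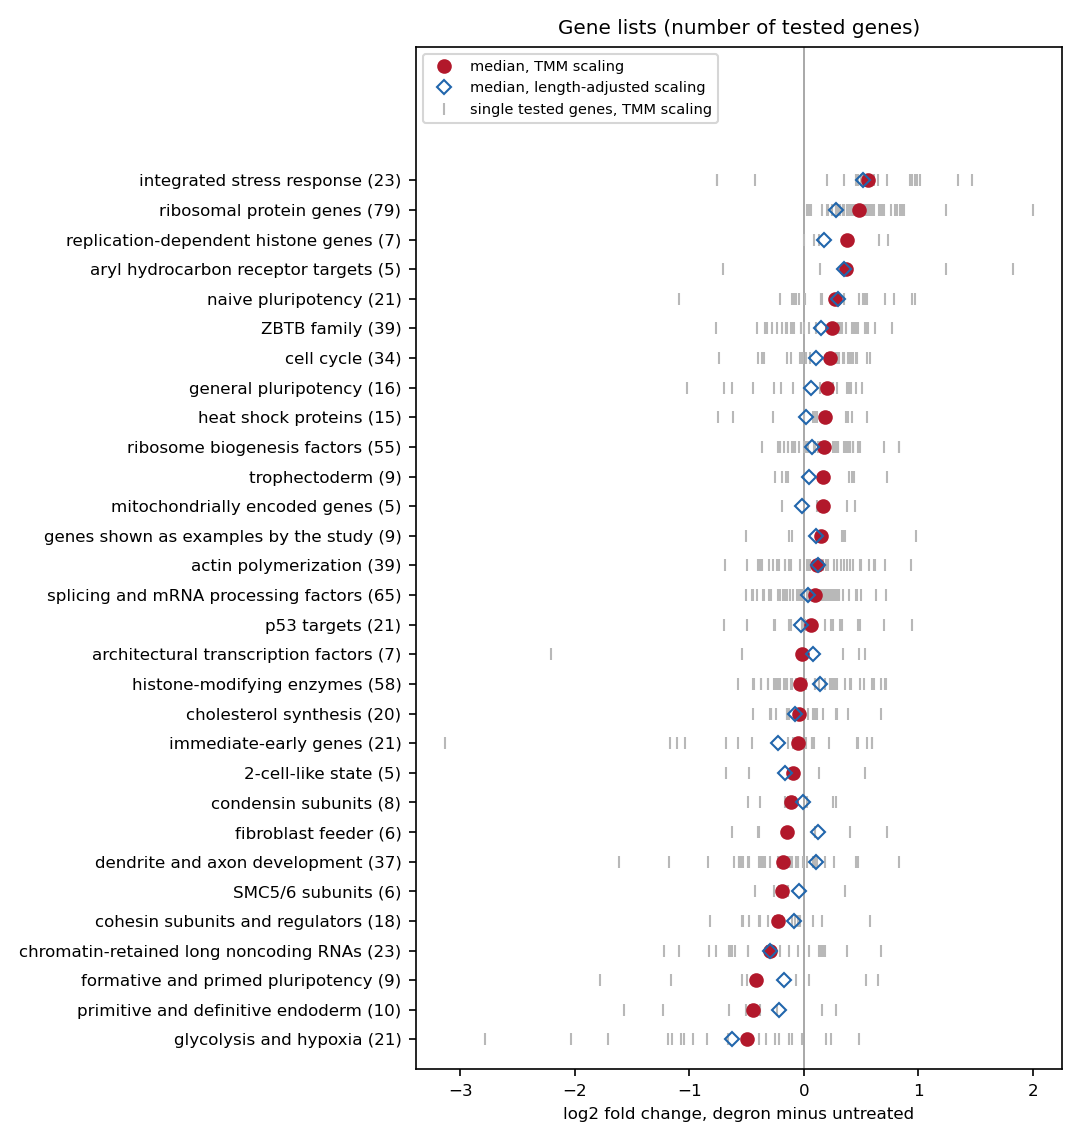
Log2 fold change, degron minus untreated (horizontal axis), for the 30 gene lists with at least 5 tested genes (number in brackets), with grey ticks for single genes, red circles for their median and blue diamonds for the length-adjusted median. Integrated stress response genes lie highest (median 0.56) and glycolysis and hypoxia genes lowest (median -0.49).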

Values the study reported

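The study stated that 473 of its differentially expressed genes in ChAR-seq were bound by ZBTB21. Binding was not analysed here, so this number has no counterpart among the counts above.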

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

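The length-adjusted scaling, alone or with an estimated correlation, the 10% limit on overlap and the added lists were chosen after seeing the data. The cause of the shifts below was not tested unless one is given. Leaving out a library gave 4387 to 4824 changed genes, and 72.5% to 79.0% of the 5766 calls kept their direction and threshold. With 1 library left in a group, it is assumed to vary like the other group. Limma voom kept 98.7%, DESeq2 size factors 99.5% and length-adjusted scaling 55.6%. DESeq2's Wald test gave 1540 higher and 1472 lower genes (3012), with 13 members of the complex lists, cohesin regulators included, changed and 2 higher. A threshold of 1 on the absolute log2 fold change left 119 higher and 312 lower (431), by construction. Length-adjusted scaling gave 1436 lower genes, 8 members of the complex lists higher and 7 lower, and 6 called lists (3 higher, 3 lower). The overlap limit gave 5 lists, 1 of them lower. Camera with an estimated correlation called 0 lists (0 higher, 0 lower), also with length-adjusted scaling, and fry, which does not compare a list with other genes, called 17 (11 higher). Without a library 5 to 8 lists were called (3 to 5 higher, 2 to 4 lower).

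The median of all genes was 0.001 with DESeq2 size factors, 0.0245 with total counts, -0.0053 with no filter, -0.0037 with voom, -0.0023 in protein-coding genes, 0.0276 with length-adjusted scaling, 0.0023 under the overlap limit and -0.0115 to 0.0097 without a library. These lists, none past the threshold with the chosen settings, turned direction at least once (adjusted p given): general pluripotency with length-adjusted scaling (0.71), the overlap limit (0.986) and fry (0.521); fibroblast feeder with no filter (0.753), the Wald values (0.675), voom (0.715), and length-adjusted scaling (0.969), and of the runs without a library (0.772 to 0.975) only without untreated replicate 1 (0.971); splicing (0.955), p53 (0.909) and mitochondrially encoded genes (0.969) with length-adjusted scaling; histone-modifying enzymes (0.935) and immediate-early genes (0.469) with at least 50 counts; cholesterol synthesis with the block (0.952) and length-adjusted scaling (0.574), and of the runs without a library (0.777 to 0.975) only without untreated replicate 1 (0.9605); architectural factors, of the runs without a library (0.796 to 0.963), only without untreated replicate 2 (0.963). With length-adjusted scaling and an estimated correlation the general pluripotency, feeder, splicing, p53 and mitochondrially encoded lists (0.984 each) and cholesterol synthesis (0.735) turned. The dendrite list, lower with the chosen settings, turned with length-adjusted scaling (0.429; 0.971 with an estimated correlation). So did Nsmce2 (0.21), Ncor1 (0.20), Pigl (0.016), Lsm4 (-0.081) and Tead4 (0.050). Lsm4 ran from -0.0052 to 0.30 without a library. With DESeq2's Wald test Mau2, Ncaph, Nsmce1, Smc5, Smc6, Nsmce2, Hk1, Cdh2, mt-Nd2, Hist1h1c, Gata3, Tead4, Arg2, Tmem92, Lama1, Sema4d, Mtmr14 and Rap2a lost their calls (adjusted p from 0.0582 to 0.307). Replicate numbers did not pair the libraries (correlation of replicate deviations 0.0239). A replicate block gave 3119 higher and 3055 lower genes and kept all 5766 calls. Over the alternatives fixed before the data were examined, named genes kept direction and side of the threshold in 1675 comparisons, lost the call in 72, gained one in 6 and turned in 1. The spike-in scale was not run, since the spike-in counts were not used here. Zbtb21 was tested with no filter alone (adjusted p = 0.468), and no fold is given, since both groups lie at or under the limit of 3 counts.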

Other observations

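The tests of medium or density, of the Rosa26 region and of the aryl hydrocarbon receptor were chosen after their results were seen. The 5 lists below were added after gene results had been seen, among them those of some list members. Their adjusted p were taken over these 5 lists alone, apart from the 30 fixed lists. For the second hypoxia list the test was set before the result of the list was computed, when few of its members had been seen. Feedback genes of ERK signalling were lower, 8 of 16 against 2 higher (median -0.38). Their camera p was 0.0296, and 0.0494 when adjusted over the 5 added lists. An adjustment over all lists was not made. Spry4 fell (-3.13 ± 0.39, on counts of 42 and 41 against 11 and 1, and -5.34 without degron replicate 1), and so did Dusp4 (-1.47 ± 0.32). Of 14 Wnt targets 5 rose, with Axin2 at 0.95 ± 0.09, and 3 fell, with Lef1 at -1.78 ± 0.24. Their median was 0.24 and their mean -0.060 (camera adjusted p = 0.246). Abundant stable cytosolic mRNAs rose in 13 of 21 cases (camera adjusted p = 0.000802), with a median of 0.24 that was 0.053 after length adjustment. Of 11 mitochondrial stress chaperones and proteases 3 rose and 1 fell (adjusted p = 0.144). With an estimated correlation none of the 5 lists passed (adjusted p from 0.261 to 0.392).

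Around Aire on chromosome 10, consecutive tested genes fell together: Pfkl (-1.18 ± 0.08), Aire (-3.30 ± 0.17), Dnmt3l (-1.19 ± 0.08) and Icosl (-0.97 ± 0.10). On either side 1810043G02Rik (0.87 ± 0.19) and D10Jhu81e (0.52 ± 0.12, length-adjusted 0.32) rose. Pfkl also belongs to the glycolysis and hypoxia list, which fell together, so its fall is not particular to this region. Other genes, mainly Dnmt3l on the opposite strand, overlap 12.25% of Aire. These neighbours were chosen after their values were seen. Over 12213 adjacent pairs of genes that do not overlap, length-adjusted changes had a Spearman rho of 0.1529. It lay above the highest of 1000 orders shuffled across the genome (0.0314), which argues against a chance order. Changes also followed transcript GC given length (rho 0.285), and GC was not adjusted for here. The rho therefore cannot tell neighbours that move together from neighbours that share such a trend. Genes on the X chromosome had a median of -0.21, and -0.12 after length adjustment.

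Short genes were higher and long genes lower. Length bias of single libraries is argued against by the replicate ratios, whose largest rho with length was -0.0806. The GC content of the transcript without introns is argued against as the whole cause by a rho of -0.4056 that remained given it. The changes also followed transcript GC given length (rho 0.285). The GC content of the counted gene bodies, introns included, was not computed, so a GC bias of the libraries stays open. More carried-over mature RNA in the degron libraries stays open. Given the exonic share, the rho of length fell to -0.2519, between the bounds set for either answer. The exonic share did not take over, with a rho of 0.052 given length. This share is the exonic part of each gene in the annotation and not a share of reads. The 2 values therefore cannot decide on carried-over mature RNA. The share of counts from ribosomal protein genes goes with such carry-over (0.705% and 0.709% in untreated, 0.907% and 1.00% in degron libraries). Of these genes 52 of 79 were higher and 0 lower after length adjustment. The list named chromatin-retained long noncoding RNAs was lower after it (median -0.29, camera adjusted p = 0.00762, and 0.612 with an estimated correlation). That goes with it only if the members stay on chromatin, which was not checked. In contrast, of the short stable cytosolic mRNAs 6 of 21 were higher and 1 lower after length adjustment (camera adjusted p = 0.176). A biological effect on long genes, such as fewer polymerases reaching their ends, was not tested and stays open.

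Glycolysis and hypoxia genes were lower. The length trend is argued against as the whole cause, since the length-adjusted median was -0.6251. A lower hypoxia-inducible program beyond glycolysis is a hypothesis that may account for it: a second list sharing no gene with the first had a length-adjusted median of -0.3451, with 12 of 33 lower and 1 higher (camera adjusted p = 0.000411, and 0.261 with an estimated correlation). A difference in medium or density between the dishes cannot be told apart from it. The study's culture medium held inhibitors that set ERK and Wnt signalling, so genes of both pathways were looked at. ERK feedback genes were lower (camera adjusted p = 0.0494 over the 5 added lists alone, and 0.389 with an estimated correlation). The Wnt targets, however, had a camera p of 0.2457. Loss of ZBTB21 and IAA go with the same groups and were not separated, and doxycycline may go with them too, since whether the untreated cells received it is not stated.

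Stress-response genes, Cyp1a1 and Gt(ROSA)26Sor were higher. For an open or amplified Rosa26 region, the adjacent genes were set to rise too. Thumpd3 (-0.49) and Setd5 (-0.44, length-adjusted -0.23) fell, with a mean of -0.4657. Mtmr14 beyond Setd5 rose (0.22), but not with DESeq2's Wald test (adjusted p = 0.111). This test was chosen after the values were seen, so no conclusion is drawn from it. The length trend is argued against by a length-adjusted median of 0.5147 for the stress-response list. These cells carry the inserted OsTIR1 gene of the degron system at Rosa26. An effect of the insert or of doxycycline on Gt(ROSA)26Sor was not separated from one of ZBTB21 loss. IAA acting on the aryl hydrocarbon receptor may account for Cyp1a1, but the list of 5 targets had a camera p of 0.0984, and IAA goes with the groups. A biological effect of ZBTB21 loss stays open and was not tested apart from the agents.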
